A study of Mus musculus with 4 samples. Its data were reported in "Dysfunctional ERG signaling drives pulmonary vascular aging and persistent fibrosis" (2022).

How the data were processed

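Single-cell RNA-seq was performed by the authors on whole lungs of 4 mice. Libraries labelled WT came from 2 mice carrying floxed Erg alleles without Cre, and libraries labelled ERG CKO came from 2 mice carrying the same alleles with the tamoxifen-inducible Cre recombinase Cdh5-CreER(T), which is active in endothelial cells (ECs). Tamoxifen was given as 5 daily injections of 0.5 mg, and lungs were collected 90 days later. Each library was assigned to its genotype by the label of its sample, and the cell names of the matrix carry the title of their library.

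The authors dissociated the lungs with Liberase and DNase, lysed red blood cells, encapsulated single cells on the 10x Genomics GemCode platform, sequenced the libraries on a NextSeq 500 and processed the reads with Cell Ranger. The deposited values are raw UMI counts per gene and cell (a UMI, or unique molecular identifier, marks 1 captured RNA molecule), with no normalization, and the libraries lie side by side in 1 matrix of 20076 gene symbols and 9363 barcodes. Neither the Cell Ranger version nor the genome build and annotation are stated for these libraries, so genes are given by symbol and no coordinates are printed. The matrix holds 1 count per gene, so parts of a transcript cannot be separated. A quality filter is named in the methods without its limits. In the deposited matrix the lowest cell had 500 UMIs and 300 detected genes, and the highest mitochondrial share of a cell was 49.2%. All 9363 cells passed the minimum of 200 detected genes, so none was removed. This minimum, the marker lists, the gene lists, the tests and most other settings listed at the end were set before the data were examined. The study grouped its cells with the BioTuring browser and compared genes cell by cell; no annotation of single cells was used here, so cell names were rebuilt, and a difference from the study may come from rebuilt names.

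Sequencing depth was 14714193 and 13301217 UMIs in WT replicates 1 and 2, and 18646776 and 11263911 UMIs in ERG CKO replicates 1 and 2. The chi-square of the counts over genes between the 2 replicates of a group, divided by its degrees of freedom, was 16.9 in WT and 18.5 in ERG CKO, so replicates differed by more than sampling noise and none was a repeated library. Xist was detected at 992 and 1044 CPM (UMIs per gene scaled to a common total) in replicate 1 of WT and ERG CKO and had no UMI in replicate 2 of either group, whereas Ddx3y was detected at 113 and 121 CPM in replicate 2 of WT and ERG CKO and had no UMI in replicate 1 of either group. Sex-linked expression was therefore balanced between the groups. Scrublet (in scanpy 1.11.5) called 66 cells (0.705%) doublets. These were kept, and their removal was an alternative.

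Cells were clustered in Seurat 5.3.0 with log normalization, 2000 variable genes, canonical correlation analysis (CCA) alignment of the 4 libraries, 30 dimensions and Louvain clustering at resolution 0.8. A set of 50 genes (Erg, Xist, Y-linked genes and the gene lists below) was left out of the variable genes. Clusters were named from fixed marker lists. A marker counted when it was detected in at least 10% of the cells of the cluster and its log2 fold over all other cells, with 10 CPM added, was at least 1, and a name needed at least 3 markers. Clusters stayed unnamed when markers of a second class had a mean log2 fold of at least 1, when more of the 10 leading genes were markers of another class than of their own, or when the median UMI count lay under 1/3 of that of the library and none of the 10 leading genes was a marker. The limit of 10% on leading genes and the exception that erythroid markers do not count as a second class were chosen after the data were seen. ECs were re-clustered by the same steps with 20 dimensions and resolution 0.6, leaving out also the 324 further genes called changed in ECs, so that sizes of subclusters could be compared between groups. For the names of EC subclusters 2 limits were tried. Under the first, a log2 fold of at least 0.5 over the other ECs, general capillary (gCap) clusters 0 and 2 stayed unnamed. The limit was then set to any fold above 0, after the data were seen, and the first limit was kept as an alternative.

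For each class, counts were summed per library, so that the mouse was the replicate, and genes were tested with the edgeR 4.0.16 quasi-likelihood test in R 4.3.3 (TMM normalization, filterByExpr, no covariate) at a Benjamini-Hochberg adjusted p of at most 0.05. A stricter count, at an adjusted p of at most 0.001 and a log2 fold change of at least 1 either way, was taken from the cutoffs of the study. The standard error (SE) of a log2 fold change was its size divided by the square root of the F statistic. Lists of genes named by the study were tested as sets with limma 3.58.1 (fry, on log2 CPM with a prior count of 2; camera with its preset correlation of 0.01 as an alternative), and per gene with edgeR, with p adjusted over all genes and over the list alone. Fry was run for 5 lists, and the fibrogenic and whole lung lists were tested per gene. The capillary list but for Plvap, and the inflammatory list, were chosen by the study on these libraries, as were the fibrogenic and myofibroblast lists, so their tests are not independent evidence. Shares of cells were compared with an exact two-sided permutation test over the 4 libraries, which cannot give a p below 0.333 with 2 against 2, and with edgeR on cells per class as an alternative. Shares of single libraries carry 95% Wilson intervals, which cover counting error only. A count of 0 is taken to allow up to 3 counts.

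Genes were named by a planned rule: Erg, the listed genes, and in each class the rising and falling genes of largest fold change (5 each in ECs, 3 each elsewhere) among those called, with a mean of at least 50 CPM and both ERG CKO libraries on the same side of both WT libraries. In ECs, 73 rising and 85 falling genes met the conditions.

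The steps were tested on simulated counts drawn from the means, library sizes and dispersions of each class, with 200 genes changed and 5 draws per class. In ECs, 81.2% of the changed genes were recovered with 4.88% false calls. The shares recovered were 78.7% in gCap cells, 78.2% in macrophages, 38.8% in neutrophils, 55.1% in fibroblasts and 74.6% over all cells. With no gene changed, at most 1 gene was called in a draw.

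Of the other settings, those set beforehand were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter on low counts or a mean of at least 10 counts, the replicate number as a block, each library left out in turn, sex-linked, haemoglobin and immunoglobulin genes left out (163 genes), each cell thinned to 1000 UMIs, no alignment, resolutions 0.4 and 1.2, EC resolutions 0.3 and 1.0, all variable genes kept, shares of all cells, at most 10% mitochondrial counts (8517 cells), at least 500 genes (8706 cells), and doublets left out. Added after the data were seen were cells with over 20 haemoglobin UMIs left out, cells with over 2 UMIs of the 5 EC markers left out of other classes, the highest cell of each gene left out, alveolar macrophages alone, the first limit on subtype markers, and called markers left out of the naming of subclusters.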

Results

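To ask how loss of the transcription factor ERG in endothelium changes the cells of the lung, single-cell RNA-seq of whole lung was compared between 2 libraries labelled WT and 2 libraries labelled ERG CKO, each from 1 mouse. WT replicates 1 and 2 held 2264 and 2150 cells, and ERG CKO replicates 1 and 2 held 3097 and 1852 cells. Depth per cell was close between libraries, with medians of 4611 to 4899 UMIs and 1764 to 1823 detected genes. The share of cells over 10% mitochondrial UMIs was 7.95% and 5.81% in WT and 11.8% and 9.56% in ERG CKO. With 2 mice per group, the exact permutation test cannot give a p below 0.333, so shares of cells are reported with the values of the libraries.

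The targeted gene was examined first. In ECs, Erg was detected at 86.0 and 87.0 CPM in WT replicates 1 and 2 and at 105 and 82.8 CPM in ERG CKO replicates 1 and 2, from 229, 276, 478 and 222 UMIs. Its log2 fold change was 0.09 (SE 0.15, adjusted p = 0.840, edgeR), so Erg counts did not differ between the groups by more than the spread between mice. The direction depended on 1 library, since Erg fell by 0.13 on the log2 scale without ERG CKO replicate 1. Over its 19 alternatives, the adjusted p of Erg was never below 0.406. An Erg UMI was found in 27.5% and 28.7% of WT ECs and in 37.8% and 32.3% of ERG CKO ECs, at median depths of 4222, 4020, 5453 and 4625 UMIs per cell. After each cell was thinned to 1000 UMIs, which left out 2 and 6 WT and 8 and 7 ERG CKO ECs, these shares were 6.51% and 7.28% against 8.79% and 7.11%. In T cells, which should lack the gene, 0.798% and 1.12% of WT and 0.926% and 0.444% of ERG CKO cells held an Erg UMI (median depths 6130, 6372, 5871 and 6367), and the level was at most 1.69 CPM, so the counts in ECs lay above background. Erg counts therefore did not set the groups apart, and gene-level counts cannot show whether the floxed exons are missing. All directions below are between libraries as labelled.

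**Figure D1:**
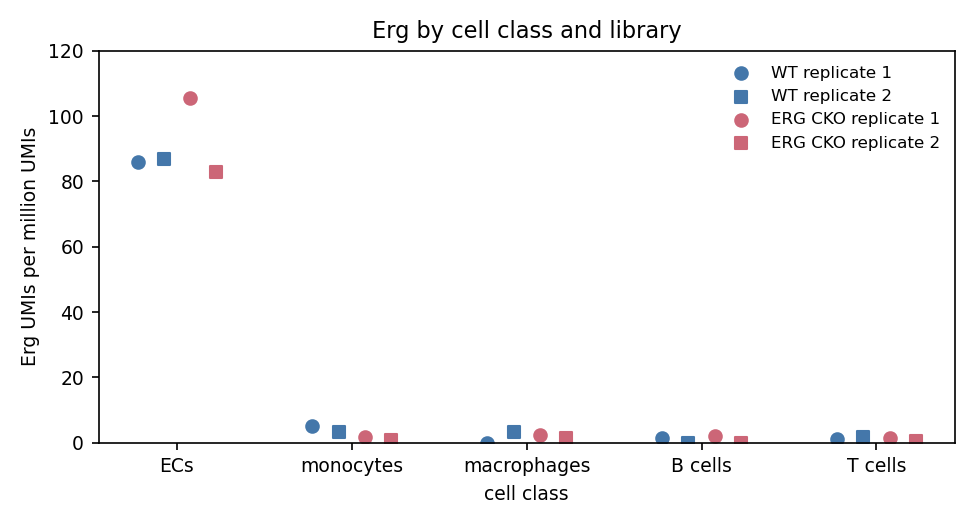
Erg CPM (y axis) in 5 cell classes (x axis), 1 point per library, coloured by its label. ECs lie between 82.8 and 105 in all 4 libraries with no separation of the labels, and T cells lie at or below 1.69.

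The 9363 cells were clustered, and all but 3 clusters were named, as 13 classes with ECs (2487 cells) as the largest. Of the 3 unnamed clusters, 1 held 893 cells of low depth (median 996 UMIs) that were kept out of every class, with 8.44% and 6.74% of the cells of the WT libraries and 12.3% and 9.50% of those labelled ERG CKO. Erg was among the leading genes of these cells. The other unnamed clusters were cytotoxic lymphocytes with T and NK genes (345 cells, 95 and 109 in WT and 76 and 65 in ERG CKO, or 4.63% ± 0.618 against 2.98% ± 0.747, SD, n = 2) and proliferating cells (99 cells, 1.28% and 0.930% against 1.10% and 0.864%).

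The composition of the suspension was compared over the 13 named classes. In 5 of 13 classes both libraries labelled ERG CKO lay on the same side of both WT libraries, against 4.33 classes by chance (33.3%). All 5 had an exact two-sided permutation p of 0.333, the smallest possible, and 0.867 after Benjamini-Hochberg adjustment over the classes. Neutrophils, which the study had counted by flow cytometry, made up 1.68% and 2.60% of WT and 2.65% and 4.70% of ERG CKO cells, a difference of 1.53 points that was 0.506 without ERG CKO replicate 2 and 2.56 without ERG CKO replicate 1. With doublets left out their shares overlapped, at 1.65% and 2.72% against 2.66% and 4.64%. Dendritic cells made up 0.972% and 1.35% against 2.78% and 2.11%. Platelets made up 1.72% and 2.23% against 6.43% and 2.38%, a difference of 2.42 points that was 0.398 without ERG CKO replicate 1 and 4.45 without ERG CKO replicate 2. At resolution 0.4 platelet shares overlapped, with ERG CKO replicate 2 (1.998%) just under WT replicate 2 (2%). Lower were mural cells, at 3.05% and 2.28% in WT and 1.52% and 0.756% in ERG CKO, and mast cells or basophils. The latter numbered 20 and 11 cells in WT (0.883% and 0.512%), 3 cells (0.0969%) in ERG CKO replicate 1 and 0 of 1852 cells in ERG CKO replicate 2, which allows a share of up to 0.162%. With edgeR on cells per class, the alternative that moved this family most, only the mast cell or basophil class was called (log2 fold change −3.46, SE 0.89, adjusted p = 0.00792). ECs made up 25.2% and 32.2% of WT and 23.4% and 26.9% of ERG CKO cells, which overlapped. At resolution 0.4 the groups were apart for ECs, at 23.3% and 28.8% against 17.6% and 18.5%. However, a cluster of 479 cells with both EC and platelet markers stayed unnamed there and out of the EC class. It held 50 and 78 cells of WT and 190 and 161 of ERG CKO, so the EC difference at resolution 0.4 rested on naming. T and epithelial cells were apart at resolution 0.4 as well, both lower in ERG CKO. T cells were also apart and lower without alignment, with at most 10% mitochondrial counts and with at least 500 genes.

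To address capillary heterogeneity, ECs were re-clustered with genes changed between the groups left out of the clustering. Capillary ECs of the lung comprise general capillary cells (gCap ECs) and aerocytes (aCap ECs). Named gCap, clusters 0, 1, 2 and 6 made up 78.2% (95% Wilson interval 74.7 to 81.4) and 75.0% (71.7 to 78.1) of ECs in WT replicates 1 and 2, and 58.1% (54.4 to 61.6) and 63.9% (59.6 to 68.0) in ERG CKO replicates 1 and 2. The means were 76.6% ± 2.27 and 61.0% ± 4.14 (SD, n = 2), a difference of −15.6 points that was larger than the spread between mice, at an exact permutation p of 0.333. The difference rested on the names given to clusters. Under the limit tried first, which left clusters 0 and 2 unnamed, gCap shares were 21.4% and 23.1% in WT against 21.4% and 31.7% in ERG CKO, a difference of 4.28 points in the other direction. Under that limit, unnamed ECs fell from 60.7% and 55.8% in WT to 45.4% and 38.7% in ERG CKO. The share was lower in the libraries labelled ERG CKO under each of the other 16 alternatives, and edgeR on cells did not call it (log2 fold change −0.33, SE 0.22, adjusted p = 0.228). By cluster, number 0 held 35.4% and 31.0% of WT and 20.4% and 22.4% of ERG CKO ECs, number 2, whose leading genes were the interferon-induced Ifit1, Iigp1, Ifit3 and Isg15, held 21.4% and 20.9% of WT and 16.3% and 9.82% of ERG CKO ECs, number 1 held 18.9% and 20.2% against 18.1% and 25.3%, and number 6 held 2.46% and 2.89% against 3.31% and 6.41%. Of the 7 gCap markers used for naming, 3 (Gpihbp1, Adgre5 and Glp1r) were themselves called lower. With these and other called markers left out of the naming, gCap shares were 75.8% and 72.2% against 54.8% and 57.5%.

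**Figure D2:**
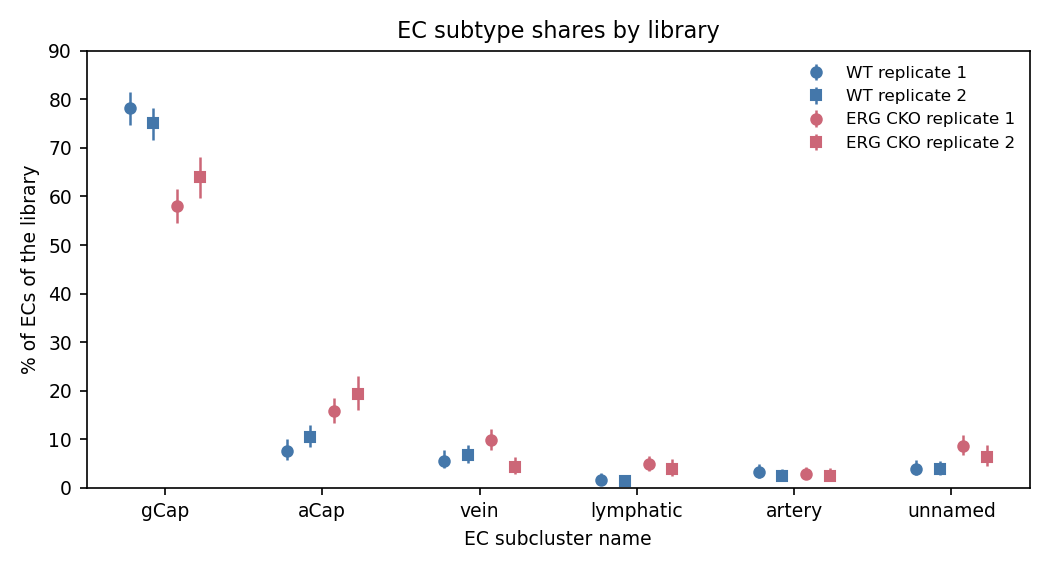
Share of the ECs of each library (y axis, %) by EC subcluster name (x axis), 1 point per library with its 95% Wilson interval, coloured by label. For gCap, WT lies at 78.2% and 75.0% and ERG CKO at 58.1% and 63.9%; for aCap, WT lies at 7.54% and 10.4% and ERG CKO at 15.7% and 19.2%.

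aCap ECs made up 7.54% and 10.4% of ECs in WT replicates 1 and 2, and 15.7% and 19.2% in ERG CKO replicates 1 and 2 (exact permutation p = 0.333). The means were 8.97% ± 2.01 and 17.5% ± 2.49 (SD, n = 2), and edgeR on cells called the difference (log2 fold change 0.94, SE 0.26, adjusted p = 0.0118). A larger aCap cluster did not mean more ECs with high aCap marker counts. After thinning, ECs with 8 or more aCap marker UMIs made up 7.57% and 9.32% in WT against 2.37% and 7.93% in ERG CKO. Those with 5 to 7 made up 0.352% and 1.16% against 4.74% and 4.27%, and those with 2 to 4 made up 2.46% and 3.20% against 15.8% and 18.9%. Without alignment of the libraries the aCap difference reversed, to 9.78% and 14.7% in WT against 1.72% and 4.36% in ERG CKO. In that setting 48.7% and 50.1% of ERG CKO ECs but 2.87% and 3.47% of WT ECs fell in unnamed clusters. Most were in a cluster of 565 cells, with 2 and 7 of WT and 309 and 247 of ERG CKO. It had 6 aCap markers and stayed unnamed for platelet markers, so the reversal holds for named aCap clusters only. Of the other subtypes, veins (5.61% and 6.78% against 9.79% and 4.21%) and arteries (3.16% and 2.45% against 2.90% and 2.40%) overlapped between groups. The cluster with lymphatic markers was larger in the libraries labelled ERG CKO (1.58% and 1.44% against 4.83% and 3.81%), and edgeR on cells called it (log2 fold change 1.53, SE 0.42, adjusted p = 0.0118), but this reversed in 9 alternatives, among them EC resolution 0.3, where it held 7 and 7 WT and 8 and 3 ERG CKO cells, down from 9, 10, 35 and 19. Unnamed ECs, which carried platelet markers (122 cells) or B-cell markers (22 cells), made up 3.86% and 3.90% in WT and 8.69% and 6.41% in ERG CKO, which edgeR on cells called (log2 fold change 0.98, SE 0.32, adjusted p = 0.0215).

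Gene expression in ECs was compared on counts summed per mouse. Of 10682 genes tested, 334 were called at an adjusted p of at most 0.05 (edgeR), 201 higher and 133 lower in the libraries labelled ERG CKO. This excess of higher genes was not stable. With the replicate number as a block 550 were higher and 553 lower, and without ERG CKO replicate 1 the balance reversed. At the cutoffs of the study 4 genes passed, all of them haemoglobin genes (Hbb-bt, Hbb-bs, Hba-a2 and Hba-a1), but 362 with no filter on low counts, 163 without ERG CKO replicate 1, 191 without ERG CKO replicate 2, and 0 without either WT replicate (edgeR; 1205 and 1119 genes at an unadjusted p under 0.05; DESeq2 not run there). The count depended most on single libraries. It was 46 without WT replicate 1, 21 without WT replicate 2, 779 without ERG CKO replicate 1 and 830 without ERG CKO replicate 2, and 1171 with no filter on low counts. DESeq2 called 353 genes, of which 282 were among the 334, and 93 at the cutoffs of the study. At these cutoffs edgeR gave 15 genes after thinning. It gave 0 with doublets left out and 0 with the highest cell of each gene left out (288 and 292 at an adjusted p of at most 0.05).

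Among the named genes that rose in ECs, Hbb-bt (log2 fold change 6.23, SE 0.26, adjusted p = 0.000167, edgeR), Hba-a2 (5.98), Hbb-bs (5.64) and Hba-a1 (4.54) are haemoglobin genes. Of 7051 and 5926 haemoglobin UMIs in ECs of ERG CKO replicates 1 and 2, 6417 lay in 3 cells and 5848 in 1 cell, and with cells of over 20 haemoglobin UMIs left out no gene passed the cutoffs of the study in edgeR (336 genes at an adjusted p of at most 0.05, 1781 at an unadjusted p under 0.05). Haemoglobin genes have near-identical copies, so the split of counts among them is uncertain. Tgfbi rose by 5.59 (SE 0.55, adjusted p = 0.00676), from 3.45 and 2.88 to 90.8 and 218 CPM, and it was no longer called without WT replicate 2 (5.45). Of the falling genes, Ccl21a changed most (log2 fold change −7.44, SE 0.62, adjusted p = 0.00441), from 425 and 202 to 2.88 and 0 CPM. It is a lymphatic marker with near-identical copies, which leaves its counts uncertain. Gja4 (−1.59), Dpp4 (−1.56), Enho (−1.46) and 1810011O10Rik (−1.37) fell in both libraries labelled ERG CKO, with adjusted p of 0.0129, 0.00790, 0.0173 and 0.0111 (edgeR). Without WT replicate 1 Gja4 (−1.66), Dpp4 (−1.45), Enho (−1.53) and 1810011O10Rik (−1.26) were no longer called, and without WT replicate 2 the same held for Gja4 (−1.51), Enho (−1.38) and 1810011O10Rik (−1.47). At resolution 0.4, whose ECs lacked an unnamed cluster with aCap and platelet markers, Gja4 (−1.39) and Enho (−0.59) were not called. Nor was Enho called after thinning (−1.18).

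Within gCap ECs, 270 of 9842 genes were called (179 higher, 91 lower, 9 at the cutoffs of the study; edgeR). These cells pool several clusters, so a change of mix among them is not excluded. At the cutoffs of the study, 1 gene passed without cells of over 20 haemoglobin UMIs and 0 without alignment. DESeq2 gave 60 at these cutoffs, and no filter on low counts gave 226. With doublets left out and without alignment, 0 genes were called lower. The alternative that moved the count of 270 most was clustering without alignment, with 4 genes. With doublets left out it was 30, under the first limit on subtype markers 67, and without ERG CKO replicates 1 and 2 it was 596 and 500. With doublets left out, a cluster of 469 cells with 7 gCap markers stayed unnamed because artery genes led it. That setting therefore changed which cells were named gCap, and its lost calls cannot be assigned to doublets. The named genes were Hbb-bt, Hbb-bs and Hba-a2, of which Hbb-bs and Hba-a2 were not called once cells of over 20 haemoglobin UMIs were left out (0.77 and 1.66), and Gja4 (log2 fold change −1.62, SE 0.23, adjusted p = 0.00791), Cited2 (−1.44, SE 0.18, adjusted p = 0.00427) and Pmaip1 (−1.32, SE 0.26, adjusted p = 0.0305). Without WT replicate 2, Pmaip1 was not called (−1.02). In all, Gja4 lost its call in 3 and Cited2 in 3 of 24 alternatives and Pmaip1 in 5 of 23, among them doublets left out and no alignment for each of them.

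The study named capillary and inflammatory genes in aged and ERG-deficient ECs. Plvap was named by it for chromatin of aged ECs and not from these libraries, whereas Kit and Tek were named from both. The 6 capillary genes Aplnr, Efna1, Tek, Kit, Plvap and Sema3g were all lower in both libraries labelled ERG CKO, with log2 fold changes from −1.19 (Efna1, SE 0.21) to −0.40 (Plvap, SE 0.12). In edgeR 4 of the 6 were called over all genes (Aplnr, Efna1, Tek and Kit) and 6 when adjusted over the list alone. An exact permutation test of a set could not go below 0.333 here, whereas the model-based limma tests put the set lower at p = 0.00302 (fry) and p = 3.72e-06 (camera). The set p was 0.0516 without ERG CKO replicate 2. Without WT replicate 1, Aplnr (−0.98), Tek (−0.99) and Kit (−0.65) were no longer called over all genes, and without WT replicate 2 this held for all 4, with log2 fold changes of −0.79 (Aplnr), −0.87 (Efna1), −0.94 (Tek) and −0.69 (Kit). At resolution 0.4, edgeR called 0 of 6 over all genes (1375 of all genes had an unadjusted p under 0.05; DESeq2 not run there) and 4 when adjusted over the list alone, with a mean log2 fold change of −0.57. The ECs of that setting lacked an unnamed cluster with aCap and platelet markers. After thinning 3 were called over all genes, and 5 were called without ERG CKO replicate 2 and with no filter on low counts. Of the 4 inflammatory genes Ifi27l2a (log2 fold change 3.98, SE 0.36, adjusted p = 0.00627, edgeR) and Gpx3 (0.77, SE 0.14, adjusted p = 0.0288) were called, over all genes as when adjusted over the list alone. Cxcl10 (0.95, SE 0.49) and Cdkn1a (−0.44, SE 0.23, lower) were not. The set was higher at a limma fry p of 0.0444 (camera p = 0.0179; both model-based, not exact), and without WT replicates 1 and 2 and ERG CKO replicate 1 its p was 0.326, 0.191 and 0.0711. Gpx3 was no longer called without WT replicate 1 (0.69) or WT replicate 2 (0.86), without doublets (0.74), after thinning (0.93), without alignment (0.77) or at resolution 1.2 (0.70). With no filter on low counts 4 of the 4 genes were called over all genes, and without ERG CKO replicate 1 3 were, Cdkn1a (−0.86) among them. All genes of both lists but Plvap were picked by the study from an overlap of aged ECs with these libraries. Some were also named from other data. Kit and Tek were named for chromatin of aged ECs, and Tek, Sema3g, Cxcl10 and Cdkn1a for RNA of aged ECs. Aplnr, Kit, Tek and Cxcl10 were named for ERG silencing in human lung ECs.

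The other EC lists came from aged or injured sorted ECs or ERG silencing. Of the 12 genes for basement membrane and angiogenesis, 11 were tested, 2 were called over all genes (Notch1, log2 fold change −0.80, SE 0.16; Mmp14, 1.13, SE 0.22; edgeR) and 7 when adjusted over the list alone, with 5 higher and 6 lower. The limma fry test gave p = 0.371 in the direction of higher and camera p = 0.575 (model-based, not exact). The mean log2 fold change was 0.23 and the median −0.05, so they differed in sign. Neither gene was called over all genes without WT replicate 1 (Notch1 −0.69, Mmp14 1.34) or WT replicate 2 (Notch1 −0.92, Mmp14 0.92), whereas 7 genes were called over all genes without ERG CKO replicate 2 and 6 with no filter on low counts. With at most 10% mitochondrial counts and after thinning edgeR called 0 of them (1721 and 995 of all genes at an unadjusted p under 0.05; DESeq2 not run there). At resolution 0.4, where ECs lacked the unnamed cluster with aCap and platelet markers, the fry p was 0.0118. The basement membrane and angiogenesis list pooled genes that moved in opposite directions, so its set p speaks against neither change. Adjusted over the list alone, Lama4 (1.16), Hspg2 (1.58), Col4a1 (0.63) and Mmp14 (1.13) were higher. Notch1 (−0.80), Dll4 (−0.62) and Cd93 (−0.33) were lower. The study described lower basement membrane genes in aged and ERG-depleted ECs. Of the 8 genes of aged ECs, which the study placed under innate immunity, inflammation, or oxidative stress and senescence, 6 were tested, of which 4 were higher and 2 lower. Only Pmaip1, of the last group, was called (−1.49, SE 0.22, adjusted p = 0.0173), over all genes and when adjusted over the list alone, but not over all genes without WT replicate 2 (−1.25). Over all genes, 3 were called without ERG CKO replicate 2 and with no filter on low counts. The limma fry test gave p = 0.971 in the direction of lower although mean (0.42) and median (0.71) were above 0, and camera gave p = 0.649 in the direction of higher (model-based, not exact). The calls of camera on the capillary, inflammatory and myofibroblast sets were those of fry.

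**Figure D3:**
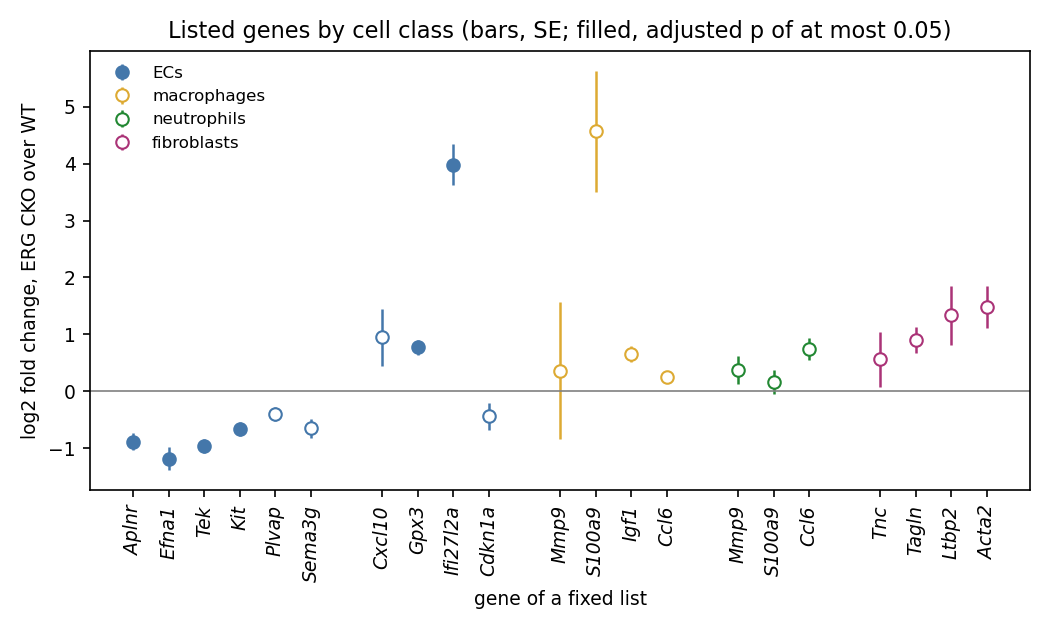
Log2 fold change of ERG CKO over WT libraries as labelled (y axis) for each gene of 4 lists (x axis) in ECs, macrophages, neutrophils and fibroblasts, with bars for the SE from edgeR and filled points for genes called over all genes. The 6 capillary genes lie between −1.19 and −0.40, and no point of the other 3 classes is filled.

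To see whether non-vascular cells were affected, macrophages, neutrophils and fibroblasts were compared. In macrophages, 2 of 9452 genes were called, both higher (497 at an unadjusted p under 0.05; edgeR). DESeq2 called 12, with no filter on low counts edgeR called 141, and without single libraries the count ran from 4 to 64, the last without ERG CKO replicate 2. Ccl4 had a log2 fold change of 2.60 (SE 0.24, adjusted p = 0.0204) and Apoe of 1.22 (SE 0.10, adjusted p = 0.0156). In the alveolar clusters alone edgeR called 0 genes (441 at an unadjusted p under 0.05; DESeq2 not run there), where Apoe changed by −1.43 and Ccl4 by 1.80. The interstitial cluster, where Apoe was at 16108 CPM or more against at most 158 CPM in the alveolar clusters, made up 6.22% and 5.15% of WT and 19.1% and 12.5% of ERG CKO macrophages. Within it Ccl4 was at 0 and 36.6 CPM in WT (13 and 7 cells) and 1422 and 670 CPM in ERG CKO (39 and 19 cells). Of the fibrogenic genes, 0 of 4 were called over all genes in macrophages with edgeR (3 at an unadjusted p under 0.05) or DESeq2, whereas 3 passed when adjusted over the list alone (S100a9, log2 fold change 4.57, SE 1.07; Igf1, 0.65, SE 0.14; Ccl6, 0.26, SE 0.09) and Mmp9 did not (0.37, SE 1.21). In the library ERG CKO replicate 1, 428 of 460 S100a9 UMIs came from 1 cell, and without ERG CKO replicate 2 S100a9 was called over all genes (5.40). With no filter on low counts 2 were called (S100a9, 4.56, and Igf1, 0.65). In neutrophils, edgeR called 0 of 2956 genes (141 at an unadjusted p under 0.05), as did DESeq2 (31 at an unadjusted p under 0.05). Without ERG CKO replicate 1 edgeR called 43 and without ERG CKO replicate 2 it called 14. Of 3 fibrogenic genes tested in neutrophils, Ccl6 (log2 fold change 0.74, SE 0.19) passed when adjusted over the list alone and none over all genes. Neither WT replicate 1 nor WT replicate 2 could be left out without losing it.

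In fibroblasts, 54 of 8125 genes were called (39 higher, 15 lower; edgeR), and 4 at the cutoffs of the study. At these cutoffs 0 passed with DESeq2 size factors or a mean of at least 10 counts. The same held with at most 10% mitochondrial counts or at least 500 genes per cell. The DESeq2 test gave 9 at these cutoffs, and no filter on low counts gave 83. Fibroblasts were few in ERG CKO replicate 2 (26 cells, against 147, 75 and 190). DESeq2 called 28, and DESeq2 size factors gave 32 (28 higher, 4 lower). The count was 240 without ERG CKO replicate 2 and 101, 102 and 123 without WT replicates 1 and 2 and ERG CKO replicate 1. Cells with over 2 UMIs of EC markers made up 46.3%, 37.3%, 44.2% and 46.2% of the class in WT replicates 1 and 2 and ERG CKO replicates 1 and 2, and 14 genes were called without them, 9 of which were among the 54. The named genes that rose were C1qa (0 UMIs in both WT libraries against 91 and 55, at least 48.6-fold higher when 3 counts are allowed over the WT group), C1qb (0 and 0 against 81 and 58, at least 46.3-fold) and Hbb-bs, which rested on 1 cell of ERG CKO replicate 1. In ERG CKO replicate 2, 53 of 55 C1qa UMIs lay in 1 cell. Mmp3 (log2 fold change −3.12, SE 0.33, adjusted p = 0.000996), Aspn (−2.19, SE 0.43, adjusted p = 0.0419) and Pi16 (−2.05, SE 0.40, adjusted p = 0.0430) fell in both libraries labelled ERG CKO. Mmp3 lost its call in 4 of 19 alternatives and Aspn and Pi16 each in 5 of 15, among them cells with EC marker UMIs left out (−2.35, −2.52 and −1.22).

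The 4 myofibroblast genes were higher in fibroblasts of the libraries labelled ERG CKO: Acta2 (log2 fold change 1.48, SE 0.36), Ltbp2 (1.33, SE 0.51), Tagln (0.90, SE 0.23) and Tnc (0.56, SE 0.49). In edgeR 0 of 4 were called over all genes (3 at an unadjusted p under 0.05), as in DESeq2, and 3 when adjusted over the list alone, all but Tnc. Without ERG CKO replicate 2 and with no filter on low counts, 3 were called over all genes, and 1 was without WT replicate 1 (Ltbp2, 4.53) and with the highest cell of each gene left out (Tagln, 1.15). The set was higher at a limma fry p of 0.0336 (camera p = 0.000447; both model-based, not exact), and its fry p rose to between 0.0727 and 0.0991 when any 1 library was left out. The study chose the list on these libraries.

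Over all cells, the inflammatory genes measured by the study in whole lung gave 0 calls of 3 in edgeR (1 at an unadjusted p under 0.05) and 1 in DESeq2. Il6 had 440 and 564 UMIs in WT and 353 and 90 in ERG CKO (log2 fold change −1.40, SE 0.41, unadjusted p = 0.0170, adjusted p = 0.520, edgeR), Cxcl10 changed by 0.74 (SE 0.61, adjusted p = 0.933) and Tnf by −0.22 (SE 0.18, adjusted p = 0.933). DESeq2 called Il6 (−1.42, adjusted p = 0.0364), and over its other alternatives the adjusted p ran from 0.0563 to 0.973.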

Values the study reported

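The study obtained 5655 cell profiles after quality filtering, of which 2783 came from WT and 2872 from ERG CKO lungs. In its test across single cells, 2573 genes differed between ERG-deficient and WT ECs, at a false discovery rate of at most 0.001 and a log2 fold change of at least 1 either way. A separate comparison of aged with young sorted ECs gave 1671 genes, and 243 genes were found in both comparisons.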

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

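Of the alternatives below, 6 were chosen only after the data were seen: haemoglobin-rich cells left out, cells with EC marker UMIs left out, the highest cell of each gene left out, alveolar macrophages alone, the first limit on subtype markers, and called markers left out of naming. Where a library was left out of a group of 2, the lone library was assumed to vary like those of the other group. The cause was not tested unless one is given.

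The 24 results of genes named by rank were recomputed under 452 alternatives in all, of which 386 kept direction and call, 65 kept the direction but lost the call, and 1 reversed (Apoe). Erg reversed once, to −0.13 without ERG CKO replicate 1, and was highest at 0.26 without ERG CKO replicate 2. Il6 over all cells was called by DESeq2 (−1.42, adjusted p = 0.0364), with adjusted p of 0.0563 to 0.973 under the others. Apoe in alveolar macrophages alone changed by −1.43.

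With no filter on low counts, genes called rose to 1171 in ECs, 726 in gCap ECs, 141 in macrophages, 36 in neutrophils and 175 in fibroblasts. A mean of at least 10 counts gave 31 in fibroblasts. DESeq2 called 12 genes in macrophages and 28 in fibroblasts, and its size factors gave 32 in fibroblasts (28 higher, 4 lower). Leaving out single libraries gave 21 to 830 genes in ECs, 210 to 596 in gCap ECs, 4 to 64 in macrophages, 0 to 43 in neutrophils (edgeR; 208 at an unadjusted p under 0.05 beside the 0, DESeq2 not run there) and 101 to 240 in fibroblasts. Of the 21 and 46 genes called in ECs without WT replicates 2 and 1, 19 and 44 were among the 334. Thinned to 1000 UMIs per cell, which leaves fewer genes to test, ECs gave 146, gCap ECs 77, macrophages 5 and fibroblasts 25. At resolution 0.4, where a cluster with aCap and platelet markers stayed unnamed and out of the ECs, ECs gave 138 and gCap ECs 133. At resolution 1.2 gCap ECs gave 36, at EC resolution 1.0 they gave 103, without doublets 30, without alignment 4 and under the first limit 67. The first limit left fewer clusters named gCap. Without doublets, a cluster of 469 cells with gCap markers was unnamed. Fibroblasts gave 35 without alignment. At least 500 genes per cell gave 4 in macrophages. Without cells holding EC marker UMIs, macrophages gave 9 and fibroblasts 14. Alveolar macrophages alone gave 0 in edgeR (441 at an unadjusted p under 0.05; DESeq2 not run).

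The p of sets are model-based and not exact. For the capillary set, fry gave 0.0516 without ERG CKO replicate 2, the highest of 0.0143 to 0.0516 over single libraries left out. The inflammatory set ranged from 0.0193 to 0.326 over these, and gave 0.0685 at most 10% mitochondrial counts, 0.0514 at least 500 genes, 0.0562 without doublets, 0.0871 without alignment, 0.0866 at resolution 0.4 and 0.0514 at resolution 1.2. The basement membrane set was past the threshold at resolution 0.4 (0.0118). The aged EC set changed direction, to higher, with camera (0.649), no filter (0.738), a mean of at least 10 counts (0.826), resolution 0.4 (0.520), haemoglobin-rich cells left out (0.991), and without WT replicate 1 or ERG CKO replicate 2, within 0.238 to 0.982 over single libraries left out. The myofibroblast set gave 0.0727 to 0.0991 over these, 0.129 without alignment and 0.0857 without cells holding EC marker UMIs. It had no value when thinned or at resolution 0.4, where no cluster was named fibroblast. Adjusted over the list alone, 1 fibrogenic gene passed in macrophages after thinning, and in neutrophils 0 passed without doublets (edgeR; 122 of all genes at an unadjusted p under 0.05) and 0 to 1 over single libraries left out.

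The difference in gCap share reversed to 4.28 points under the first limit, where unnamed ECs changed by −16.2, since clusters 0 and 2 moved from one name to the other. It ran from −18.6 to −12.7 over single libraries left out and was −40.1 without alignment. The aCap difference reversed without alignment (−9.20), where a cluster with aCap markers, nearly all from ERG CKO, stayed unnamed for platelet markers. It was called by edgeR on cells (log2 fold change 0.94), ran from 6.76 to 10.3 over single libraries left out, and had no value at resolution 0.4, where no cluster was named aCap. The artery difference reversed at EC resolutions 0.3 (0.260) and 1.0 (3.31), with all variable genes (0.594), at resolutions 0.4 (0.611) and 1.2 (0.122), without alignment (0.352), with at least 500 genes (0.187), without doublets (0.113), and within −0.507 to 0.198 over single libraries left out. The vein difference reversed as a share of all cells (−0.0865) and within −1.99 to 3.60 over single libraries left out. The lymphatic difference reversed at EC resolutions 0.3 and 1.0 and with all variable genes (−0.267 each), at resolutions 0.4 (−0.0561) and 1.2 (−0.333), without alignment (−0.349), with at most 10% mitochondrial counts (−0.521), with at least 500 genes (−0.380) and without doublets (−0.279). Of the 4 other subcluster names, 2 had groups apart, but 1 at EC resolution 0.3, resolution 0.4, without alignment, with at least 500 genes and without doublets. With edgeR, 1 of the cell classes was called, where 5 had groups apart.

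The libraries carry no label that pairs them, so the replicate number as a block was an alternative only. It gave 1103 genes in ECs (172 at the cutoffs of the study), 783 in gCap ECs and 99 in fibroblasts, and fry p of 0.0526 (capillary), 0.0747 (inflammatory), 0.494 with changed direction (aged EC) and 0.123 (myofibroblast). Over all genes it called 6 capillary, 3 inflammatory, 6 basement membrane and 2 aged EC genes. Across genes, which are not independent replicates, deviations of same-numbered libraries correlated at 0.305 in ECs, 0.288 in gCap ECs, 0.136 in macrophages, −0.206 in neutrophils, 0.00206 in fibroblasts and 0.234 over all cells, and without sex-linked genes at 0.188, 0.179, 0.00415, −0.247, −0.0332 and 0.123. Replicate number coincides with sex-linked expression, so sex and any other pairing are not separated.

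On counts simulated with the sizes, means and dispersions of each class together, 38.8% of changed genes were recovered in neutrophils and 55.1% in fibroblasts, against 81.2% in ECs. The 200 genes changed there gave a mean of 70.8 calls in neutrophils and 105.4 in fibroblasts.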

Other observations

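The tests of explanations in this part were chosen only after the result was seen, whereas the count of genes in ECs, the edgeR test of each gene and EC resolution 0.3 were set beforehand.

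The matrix held 9363 barcodes, 2264 and 2150 in WT and 3097 and 1852 in ERG CKO, all of which were kept. This is more cells than the study analysed, and the limits of its filter are not stated.

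In ECs, edgeR on sums per mouse called 334 genes at an adjusted p of at most 0.05, with no limit on fold change. This is fewer than the study listed from its test across single cells at stricter cutoffs. At those cutoffs, an adjusted p of at most 0.001 and a log2 fold change of at least 1 either way, edgeR called 4 genes.

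Erg counts in ECs were not lower in the libraries labelled ERG CKO. Free RNA is argued against as the source, since the highest level in T cells was 1.69 CPM, against at least 82.8 CPM in ECs. UMIs from parts of the transcript outside the deleted exons are a candidate explanation that stays open, as the log2 fold change of 0.094 is of 1 count per gene. Swapped labels cannot be told apart by Erg counts either, since a level count (adjusted p = 0.840, edgeR, never below 0.406 over the alternatives) points to neither assignment. Incomplete deletion was not tested on these counts. The study stained lung sections of control and ERG CKO mice for ERG to evaluate deletion, which gene-level counts cannot replace.

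Haemoglobin genes were higher in ECs of the libraries labelled ERG CKO. Of their haemoglobin UMIs, 94.5% lay in the 4 cells with over 20 each, which argues against free RNA spread over all cells as the main source. Without these cells Hbb-bs had an adjusted p of 0.676, within 5.76e-181 to 0.676 over its alternatives, so a few cells that also hold red-cell RNA may account for the calls. A smaller spread remained in ERG CKO replicate 1, where 46.9% of ECs held a haemoglobin UMI, against 12.1% and 18.3% in WT and 13.2% in ERG CKO replicate 2. No biological explanation was tested.

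Ccl21a was lower in ECs of the libraries labelled ERG CKO. Fewer lymphatic cells are argued against as the whole cause, since Mmrn1 changed by −1.12 (SE 0.37, adjusted p = 0.177), far less than Ccl21a. At EC resolution 0.3, 7 and 7 lymphatic cells of WT held 1108 and 631 Ccl21a UMIs, and 8 and 3 of ERG CKO held 13 and 0, while Prox1 had 17, 10, 34 and 5 UMIs. Reln (31, 37, 4 and 3) and Lyve1 (49, 51, 13 and 0) were lower as well. Counts moved to paralogs are argued against, with 0% of the lost UMIs found there, and so is a single cell, with −7.85 after the highest cell of each library was left out. A sequence variant between the mice cannot be told apart from lost expression at −7.44, because only counts per gene were used. A change of lymphatic ECs may be a biological explanation, on 25 cells.

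Partial use of the aCap programme was looked for by counting the UMIs of 7 aCap markers per EC, each cell thinned to 1000 UMIs. Cells with 2 to 4 such UMIs made up 2.46% and 3.20% of WT and 15.8% and 18.9% of ERG CKO ECs (14, 22, 113 and 93 cells), and cells with 8 or more made up 7.57% and 9.32% against 2.37% and 7.93%. Without thinning, the 2 to 4 window held 20.9%, 18.8%, 21.4% and 19.4%, so no difference was seen, whereas 1.5 to 4.5 marker UMIs per 1000 UMIs, also without thinning, held 1.58% and 0.577% against 14.5% and 17.2%. Deeper libraries are argued against by the difference of 14.5 points at equal depth. Doublets are argued against by a ratio of median UMIs to ECs with fewer aCap UMIs of at most 1.25 in the libraries labelled ERG CKO, free RNA by a mean of at most 0.0239 marker UMIs per T cell, and a single marker by at least 10.7% in these libraries whichever marker was left out, against at most 3.64% in WT. The marker count is not specific to ECs, with means of 0.664 to 0.824 per fibroblast and 0.923 to 1.68 per mural cell, of which 12.4% to 19.1% and 17.9% to 50% lay in the 2 to 4 window. Attached mural cells or fibroblasts are argued against by 5.34% of these cells with a pericyte or fibroblast marker UMI. These cells had 5.24 and 5.00 mean gCap marker UMIs in ERG CKO, below cells with fewer aCap UMIs (7.85 and 8.82) and above those with 5 to 7 (2.79 and 2.76) and with 8 or more (3.65 and 2.90). The order was not graded throughout, since in these libraries cells with 5 to 7 (34 and 21 cells) had the fewest. In contrast, the 14 and 22 cells of WT with 2 to 4 had 11.6 and 11.4, beside 11.2 and 10.3 with fewer. A state with both gCap and aCap markers in the libraries labelled ERG CKO may explain this, as a hypothesis found and tested on the same cells. It could also be why the aCap share depended on the alignment (−9.20 points without it).

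EC RNA in fibroblasts is argued against as the whole cause of the genes called there. The median ratio of their log2 fold changes without to with cells of over 2 EC marker UMIs was 0.976. Of the 54 genes, 18 were also called in ECs with the same sign, and of the 45 tested there 33 had the same sign. C1qa and C1qb may come from macrophage RNA in a few cells, since Cd74 and Cx3cr1 were 4.62 times higher in ERG CKO fibroblasts with a C1q UMI than in those without. These were 25 and 2 cells, with 223 and 151 UMIs. No biological explanation was tested.

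Apoe in macrophages may have risen with the share of interstitial macrophages, since it changed by −1.43 in alveolar macrophages alone (adjusted p = 0.865, within 1.9e-23 to 0.865 over its alternatives). Within the interstitial cluster Apoe was also higher, at 17387 and 16108 CPM in WT and 26921 and 30278 CPM in ERG CKO, so composition does not exclude a change there. S100a9 in macrophages fell from 4.57 to 1.92 without the highest cell of each library, so a single cell likely carries much of its change.

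Il6 over all cells may follow the mast cell or basophil class, which held 52.6% of the Il6 UMIs of WT. Outside it Il6 was at 19.1 and 14.8 CPM in WT and 17.8 and 7.99 CPM in ERG CKO, which overlap. Whether fewer such cells reflect the genotype or their capture was not tested.

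In B cells, Igha had 9 and 0 UMIs in WT and 8101 and 5252 in ERG CKO, with at least 20 UMIs in 2 and 1 cells of the latter.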
